# Fra-2 Is a Dominant Negative Regulator of Natural Killer Cell Development

**DOI:** 10.3389/fimmu.2022.909270

**Published:** 2022-06-22

**Authors:** Diana Schnoegl, Mathias Hochgerner, Dagmar Gotthardt, Leigh M. Marsh

**Keywords:** Natural killer (NK) cell, differentiation, innate immunity, AP-1, activator protein 1, Fra-2

## Abstract

Natural killer (NK) cells play an important role in recognizing and killing pathogen-infected or malignant cells. Changes in their numbers or activation can contribute to several diseases and pathologies including systemic sclerosis (SSc), an autoimmune disease characterized by inflammation and tissue remodeling. In these patients, increased expression of the AP-1 transcription factor, Fra-2 was reported. In mice ectopic overexpression of Fra-2 (TG) leads to SSc with strong pulmonary fibrosis, pulmonary hypertension, and inflammation. Analysis of the underlying immune cell profile in the lungs of young TG mice, which do not yet show any signs of lung disease, revealed increased numbers of eosinophils and T cells but strongly reduced NK numbers. Therefore, we aimed to identify the cause of the absence of NK cells in the lungs of these mice and to determine the potential role of Fra-2 in NK development. Examination of inflammatory cell distribution in TG mice revealed similar NK deficiencies in the spleen, blood, and bone marrow. Deeper analysis of the WT and TG bone marrow revealed a potential NK cell developmental defect beginning at the preNKP stage. To determine whether this defect was cell-intrinsic or extrinsic, mixed bone marrow chimera and *in vitro* differentiation experiments were performed. Both experiments showed that the defect caused by Fra-2 was primarily cell-intrinsic and minimally dependent on the environment. Closer examination of surface markers and transcription factors required for NK development, revealed the expected receptor distribution but changes in transcription factor expression. We found a significant reduction in Nfil3, which is essential for the transition of common lymphoid cells to NK committed precursor cells and an AP-1 binding site in the promotor of this gene. In Summary, our data demonstrates that regulation of Fra-2 is essential for NK development and maturation, and suggests that the early NK dysfunction plays an important role in the pathogenesis of systemic sclerosis.

## Introduction

Natural killer (NK) cells represent 5-20% of circulating lymphocytes in humans and about 2-5% of lymphocytes in mice. Mature NK cells are found within the circulation but also present as tissue resident cells in various organs, including the lung, liver, uterus and gut, where they can recognize and kill infected or transformed cells (1). Changes in NK cell numbers or activation can contribute to several diseases including pulmonary hypertension (2), systemic sclerosis (3) or pulmonary fibrosis (4).

NK cells differ from innate lymphoid cells type 1 (ILC-1) in their surface receptor expression, cytokine responsiveness and function (5). Like other lymphoid cells, NK cells and ILC-1 develop in specialized niches in the bone marrow and are dependent on very similar transcriptional regulators (5). Both originate from multipotent, self-renewing hematopoietic stem cells, followed by the common lymphoid progenitors (CLPs) (1). NK cells then develop from the first NK cell committed precursor, the preNKP/pre-pro-NKP cells (6). Each stage in NK cell differentiation is characterized by the sequential up- and downregulation of surface receptors, including CD122 and CD127, which confer responsiveness to specific cytokines and growth factors e.g. IL-15 and IL-7 (6–9). Upon receptor binding IL-15 induces the expression of the Zinc finger transcription factor E4BP4/NFIL3, which is essential for the commitment to the NK lineage and transition from NKP to immature NK (iNK) (10). To date, the complex transcriptional regulation in specific steps during NK development and maturation is not completely understood.

The activator protein (AP)-1 family of transcriptional regulators controls cellular behaviour such as proliferation, differentiation, and transformation during both normal development and under disease conditions. They act as dimers and are activated within minutes in response to internal or external stimuli (11, 12). While the Jun family members (c-Jun, JunB and JunD) are able to homo-dimerise, the Fos proteins (c-Fos, Fra-1, Fra-2 and FosB) must form heterodimers with transcription factors of the Jun family. Fra-2 is one of the lesser-studied members of the AP-1 family but plays an important role in regulating deposition of extracellular matrix, mucus production and inflammation (12). Fra-2 often works in a positive feedback loop, where Fra-2 is induced by several inflammatory stimuli, which in turn activates the transcription of inflammatory mediators that feedback to activate Fra-2 (12). Fra-2 has been shown to play an important role in development and function of several immune cell types. In macrophages, Fra-2 drives their polarization towards alternatively activated, pro-fibrotic (M2) macrophages (13) and acts pro-inflammatory by impairing development and proliferation of regulatory T cells (14). In addition to its pro-inflammatory activity, Fra-2 has previously been shown to be important for the differentiation and proliferation of B cells and the expression of CCR4 and IL-5 on T cells (15, 16). Loss of Fra-2 leads to an increase in iNKT cells, due to an altered selection of iNKT cells in the earliest precursors. The authors suggest that normally Fra-2 would limit the amount of T cell precursors being able to enter the iNKT lineage (17). However, only little is known about the role of AP-1 transcription factors and especially Fra-2 in regulating NK cells.

In mice transgenic overexpression of Fra-2 (TG) leads to increased immune cell infiltration in several organs and autoimmunity (14, 18). These mice resemble a phenotype of human systemic sclerosis, with age-dependent remodelling of tissue and vasculature in several organs. This leads to strong fibrosis, mainly affecting the lungs and the skin, pulmonary hypertension and associated increased inflammatory cell recruitment (12, 14, 19). However, the mechanisms underlying the Fra-2-induced changes in the immune cells are still relatively unclear. In this study, we focused on the inflammatory changes in Fra-2 TG mice and have identified NK cells as one of the earliest affected cell populations. Furthermore, we determined that Fra-2 plays a vital role as negative regulator in the development and maturation of NK cells.

## Material and Methods

### Animal Models

Fra-2 transgenic (TG) mice, on a mixed BL6CBA background, were kindly provided by gift of Erwin Wagner and obtained from the Research Institute of Molecular Pathology, Vienna (19). Mice were back-crossed for least seven generations to a C57BL6/J background and *via* transgenic, wild-type crosses. TG and wild-type (WT) littermates were bred in-house under specific pathogen free conditions in isolated ventilated cages (IVC) with 12 hours light/dark cycles. Water and chow were supplied *ad libitum*. Mice aged between 6 and 14 weeks of both sexes were used in this study. All experiments confirmed to EU guidelines 2010/63/EU and were approved by the Austrian Federal Ministry of Science, Research and Economics (ethical permit number: 2020-0475.515). All measures were taken to keep animal suffering to a minimum.

### Bone Marrow Chimera Experiments

Six weeks old male Fra-2 TG mice and WT littermates were lethally irradiated with an irradiation dose of 8 grey in a Biological Irradiator Rad Source RS-2000. Donor bone marrow (BM) cells were isolated from 4-8 weeks old littermates and 5x10^6^ (mixed 50% WT and 50% TG donors) and injected into the tail vein. Six weeks after bone marrow transplantation, mice were sacrificed, and organs were harvested for analysis by flow cytometry and immunohistochemistry.

### Preparation of Single Cell Suspensions

Lung homogenates were prepared as previously described (20, 21). In brief, after perfusion one lobe was harvested, mechanically disassociated and enzymatically digested with 0.7 mg/ml Collagenase and 30 μg/ml DNAse in RPMI medium supplemented with 10% FCS, 2 mM glutamine and 1% penicillin-streptomycin (ThermoFisher Scientific) for 40 min at 37°C and then strained through a 100 µm cell strainer. Mononuclear cells were isolated from liver as above, followed by density gradient centrifugation using lymphospin medium (Pluriselect) and centrifuging for 15 minutes, 800 g. Bone marrow (BM) cells were isolated by flushing mouse femur and tibia and filtering disassociated bone marrow through a 100 µm cell strainer. Splenocytes were obtained by mechanically disassociating the spleen and straining it through a 100 µm cell strainer. Erythrocytes were removed from all single cell suspensions *via* ammonium chloride lysis.

### NK Cell Precursor Isolation and Differentiation

NK precursors were enriched from BM suspensions *via* magnetic depletion of CD3, B220, Gr-1, Ter119, CD11c and CD49b positive cells (antibody details are given in **Table 1**), using Dynabeads biotin binder magnetic beads (ThermoFisher Scientific). Isolated cells were seeded on mitomycinC (Stem Cell) deactivated OP9 feeder cells (ATCC) in MEMα medium, supplemented with 20% FCS, 1% penicillin-streptomycin 10 ng/ml FLT3L, 10 ng/ml IL-7 and 10 ng/ml IL-15 (all from Biolegend). NK cell differentiation was quantified by flow cytometry.

**Table 1:** Flow Cytometry Antibodies.

Antigen	Label	Dilution	Clone	Company	Figure
B220	bio	200	RA3-6B2	Biolegend	**3**, **5**
Caspase	APC	100	Rabbit	R&D Systems	**2**
CCR2	PE	50	SA203G11	Biolegend	**2**
CCR5	APC	50	HM-CCR5	Biolegend	**2**
CD11b	BV510	50	M1/70	eBioscience	**1**
CD11c	BV421	50	N418	Thermo Fisher	**1**
CD122	APC-Cy7	50	TM-b1	Biolegend	**5**
CD127	PE-CF594	20	A7R34	Biolegend	**5**
CD135	PE	50	A2F10	Biolegend	**5**
CD135	PE-Cy7	50	A2F10	Milteyni	**1**
CD19	APC-Cy7	100	6D5	biolegend	**1**, **2**, **4**
CD1d	APC	50	1B1	Biolegend	**3**
CD24	PerCP Cy5.5	500	M1/69	BD Biosciences	**1**
CD244.1	APC	50	C9.1	eBioscience	**5**
CD244.2	APC	100	m2B4	Biolegend	**5**
CD3	BV510	20	145-2C11	Sirigen	**1**, **2**, **3**, **4**
CD3	bio	100	145-2C11	Biolegend	**3**, **5**
CD4	APC	100	GK1.5	eBioscience	**1**, **2**, **5**
CD45	AF700	100	30-F11	BD Biosciences	**1**, **2**, **3**, **4**, **5**
CD49a	PE-Cy7	20	REA493	Milteyni	**3**
CD49b	bio	50	DX5	Biolegend	**4**
CD49b	PE-Cy7	20	DX5	Biolegend	**1**, **2**, **4**, **5**
CD49b	PE-CF594	20	DX5	Biolegend	**2**, **3**
CD64	APC	20	X-54-5/7.1	BD Biosciences	**1**
CD8	PE	100	53-6.7	Biolegend	**1**, **2**, **4**
CX3CR1	PE-Cy7	100	SA011F11	Biolegend	**2**
CXCR3	PerCP Cy5.5	10	CXCR3-173	eBioscience	**2**
Eomes	PE	10	REA116	Milteyni	**3**, **5**
Ets1	PE	100	C-4	Santa Cruz	**5**
GATA3	PE	10	REA174	Milteyni	**5**
Gr1	bio	1000	RB6-8C5	eBioscience	**3**, **5**
Gr-1	PE-Cy7	800	RB6-8C5	Biolegend	**1**
ID2	PE	50	ILCID2	Thermo Fisher	**5**
Ki67	APC-Cy7	100	Rat/SOLA15	eBioscience	**2**
MHC-II	APC-Cy7	400	M5/114.15.2	Biolegend	**1**
Nfil3	PE	100	S2M-E19	Thermo Fisher	**5**
NK1.1	SB600	20	PK136	eBioscience	**3**
NKp46	PerCP-Cy5.5	20	29A1.4	Biolegend	**1**, **2**,**3**, **4**, **5**
NKp46	SB600	10	29A1.4	Thermofisher	**2**
Streptavidin	BV421	400		Biolegend	**3**, **5**
Streptavidin	APC Cy7	1000		Biolegend	**3**, **5**
Sca1	PE-Cy7	20	D7	Thermo Fisher	**5**
Sca1	AF700	100	D7	Biolegend	**5**
Siglec F	PE	20	E50-2440	BD Pharmingen	**1**
T-bet	PE	50	REA102	Milteyni	**5**
Tcf1	PE	100	S33-966	BD Biosciences	**5**
TER119	bio	500	TER-119	eBioscience	**3**, **5**

### Flow Cytometry

Isolated cells were stained with Live/Dead Fixable Dead Cell Stain (ThermoFisher Scientific) and marker staining performed with panels of surface or intracellular marker antibodies (**Table 1**). Intracellular FACS staining was performed using the FoxP3 transcription factor buffer set (ThermoFisher Scientific). Whole blood samples were stained with surface antibodies, antibodies, afterwards erythrolysis was performed using FACS Lysing solution (BD Biosciences) according, to the manufacturer’s instructions. Samples were analysed with a Cytoflex LX or Cytoflex SI Flow Cytometer (Beckman Coulter) and evaluated using FlowJo (Biosciences, Ashland, OR, USA). For tSNE plots and histograms, CD45 positive cells were downsampled to equal numbers of events and samples concatenated (min 3 mice per group) to cluster the cells according to their marker and physical similarity.

### DNA Microarrays

In brief, RNA was isolated from the lungs of 8 week old Fra-2 TG and WT mice using the RNeasy Mini kit (Peqlab, Erlangen, Germany). The Low-input QuickAmp Kit (Agilent Technology, Santa Clara, CA) was used according to the recommended protocol, to pre-amplify and label the RNA with Cy5. Agilent 6x80K mouse microarrays were used for hybridization reactions in Agilent hybridization chambers 18 hours at 42°C. The microarray data was analysed with the Limma package in R. Intensity values were corrected for background signal quantile normalized. A list of chemokines, known for being responsible for NK recruitment to the lungs was used to filter genes of interest. Significance of differential expression was estimated using moderated t-statistics. Microarray data from Fra-2 TG and WT were in part previously published (22). Array data is available in NCBI’s Gene Expression Omnibus (GEO) Series *via* accession number GSE200425.

### Multicolour Immunofluorescence and Microscopy

For multi-colour immunofluorescence, 2.5 µm paraffin-embedded lung sections from 8 and 16 weeks old Fra-2 TG and WT mice were used. Slides were deparaffinised using ethanol and antigen retrieval was performed using AR6 Buffer (Perkin-Elmer) in an antigen retrieval chamber for 15 minutes at 200W. Slides were blocked with Perkin-Elmer Antibody Diluent/Block solution for 10 minutes at room temperature in humidified chamber and primary antibodies (**Table 2**) were diluted in Perkin-Elmer Antibody Diluent/Block solution. After washing with TBS-T (274 mM NaCl, 47.6 mM Tris HCl + 2% v/v Tween20 in H_2_O) HRP Opal Polymer 650 or Alexa-Fluor-conjugated secondary antibodies were incubated for 1 hour at room temperature. Nuclear counterstaining was performed with DAPI solution (ThermoFisher Scientific). For imaging a TCS-SP8 (DMi8 inverted microscope with a LIAchroic scan head) lightning confocal microscope (Leica), following a sequential workflow. The following objectives were used: Plan Fluotar 40x/1.25 glycerol immersion objective. Images were acquired at 2048 x 2048 and a pixel size of 142 x 142 nm.

**Table 2:** Antibodies for immunofluorescence staining.

Antibody	Dilution	Host	Company	Clone	Detection
SMA Cy3	1:750	Mouse	sigma	1A4	
Col1	1:500	goat	Southern Biotech	Polyclonal	AF488 donkey x goat 1:500
CD45	1:250	Rabbit	Abcam	Polyclonal	OPAL 650
DAPI	1:2000		Thermo scientific		

### *In Silico* Transcription Factor Binding Analysis

In silico analysis of transcription factor binding sites was performed using the ConTra v3 web server. Promoter regions of genes for natural killer cell development and function up to 1000 bp 5′ of the transcription start site were analysed with *mus musculus* as reference organism. For visualization, we used the positional weight matrix motif V$AP1_CM00199 (TRANSFAC20113 database) with a core stringency of 0.90 and similarity stringency of 0.75.

### Statistics

Data was assembled and analysed in R. For two groups data was compared using the Wilcoxon test and a p value <0.05 was considered statistically significant. Each data point represents one biological replicate with a line at median or an additional boxplot to show data range. For heatmap and principal component analysis, flow cytometry data was log_(10 + 1)_ transformed, hierarchical clustering was performed and the Euclidean distances plotted. To exclude experiment specific effects in transcription factor expression, mixed models were applied, with the mouse genotype and cell type as fixed factors and the individual mouse as a random factor (genotype*Cell_name, random = ~1|mouse_ID). NK differentiation data was analysed by mixed effects models with Bonferroni’s multiple comparisons test. Graphs were prepared using the R packages ggplot2 and pheatmap.

## Results

### Fra-2 Overexpression Causes a Systemic Decrease in NK Cells

We previously observed that ectopic overexpression of the transcription factor Fra-2 results in pronounced inflammation and age-dependent remodelling of the lungs and other organs. We now performed a closer examination of the underlying inflammation in the lungs at 8 and 16 weeks, time points where lung remodelling is not yet apparent (8 weeks) or first developing (16 weeks) (21, 22). Multi-colour immunofluorescence staining for α-smooth muscle actin (red), collagen 1 (green) and CD45 (white) revealed perivascular and peribrochial inflammation at both timepoints, at 16 weeks inflammatory cells (CD45^+^) were also increasingly present in the lung tissue (**Figure 1A**).

**Figure 1:**
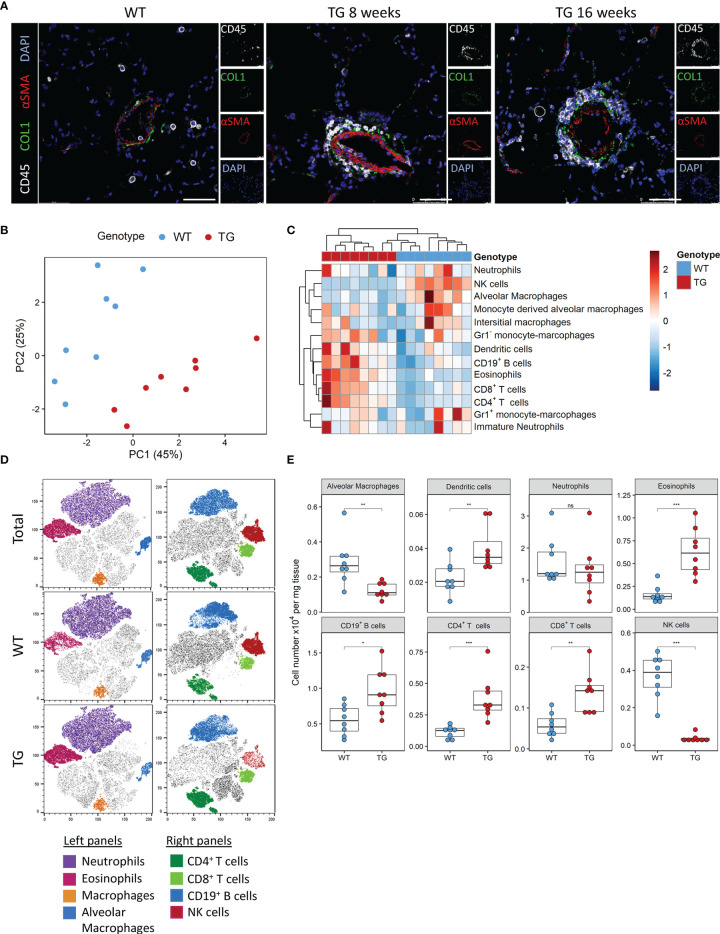
Fra-2 TG mice display an altered immune profile already before onset of disease. **(A)** Multicolour immunofluorescence of lung tissue of wild-type (WT) and Fra-2 TG mice, aged 8 and 16 weeks. White: CD45, Green: COL1, Red: aSMA, blue: DAPI. Scale bar 50µm. **(B)** Principal component analysis of the inflammatory cell profile in the lungs of 8 weeks old Fra-2 TG and WT mice as determined by flow cytometry. **(C)** Heatmap highlighting the changes in the abundance of immune cells. **(D)** tSNE plots of concatenated CD45^+^ immune cells; overlayed are populations of myeloid (left) and lymphoid (right) immune cells. **(E)** Significantly altered populations of immune cells in lung tissue. Statistical differences were determined with a Wilcoxon Rank Sum test, ^ns^p>0.05, *p<0.05, **p<0.01, ***p<0.001, n=8.

To understand these early inflammatory changes in more detail, we performed comprehensive immune profiling of the lungs isolated from 8 week old Fra-2 TG and WT mice by flow cytometry. A representative gating strategy is shown in **Supplementary Figure 1A**. Already at this young age, the altered inflammatory profile in Fra-2 TG mice was clearly visible when compared to aged matched control mice, with samples strongly separating in principal component analysis (**Figure 1B**). Hierarchical clustering clearly separated the WT and TG mice, with specific cell populations being more abundant in TG mice (**Figure 1C**). Consistent with previous studies (21, 23), we found significantly increased eosinophils, CD19^+^ B cells, CD4^+^ and CD8^+^ T cells but reduced amounts of alveolar macrophages, (**Figures 1C, D**). Visualisation of the flow cytometry data using tSNE (t stochastic neighbourhood embedding) plots, which cluster cells according to their marker and physical similarity, exemplified these differences (**Figure 1D**). Interestingly despite a strong increase in almost all lymphoid cell populations in the lungs of TG mice, NK cells were almost completely absent (**Figures 1B–E**). Due to this unexpected finding, we investigated the underlying causes of this NK deficiency.

### Reduced Recruitment, Proliferation, or Survival Does Not Fully Account for the Lung NK Cell Deficiency

Several potential mechanisms may potentially explain the lower NK cell number in the lung, including decreased recruitment, decreased local proliferation or increased apoptosis. NK cells are recruited to the tissue in response to a wide array of chemokines, such as Ccl2, Ccl3, Ccl5, Ccl7, Ccl8, Ccl9, Ccl11, Ccl13, Cxcl9‐11 and Cx3cl1 (24). 

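Lung RNA from 16 mice of 8 weeks was measured on single-colour Agilent mouse arrays, with 4 WT females, 4 WT males, 4 Fra-2 TG females and 4 Fra-2 TG males, and the sexes were pooled by the paper to n = 8 per genotype. Fosl2 encodes Fra-2, the AP-1 transcription factor that the transgenic mice overexpress. The array held 2 features for it. The brighter feature, which stood for the gene by the rule applied to every gene, was at a log2 value of 9.55 ± 0.50 (SD, n = 8) in WT and 9.40 ± 0.44 (SD, n = 8) in TG lungs, a log2 fold change of -0.14 with an adjusted p of 0.751 over all features (limma). The dimmer feature, singled out after its values were seen, was at 3.40 ± 0.76 (SD, n = 8) in WT and 8.17 ± 1.36 (SD, n = 8) in TG lungs, and every TG mouse lay above every WT mouse (log2 fold change 4.77, adjusted p = 2.87e-05 over all features, limma). With the mean of both features the log2 fold change was 2.31 (adjusted p = 0.000330). Of 24306 genes, 1471 were higher and 1721 lower in TG than in WT lungs at an adjusted p under 0.05, and 303 of the higher and 336 of the lower genes differed at least 2-fold. Among genes in which all 8 TG mice lay on the same side of all 8 WT mice, the largest rises were those of Clca1, a secreted protein of mucus-producing airway cells, and Krt14, a keratin of basal epithelial cells, followed by Mep1b, Disp2, Ildr2, Rnf183, Pkn3, Clrn1, Nr1i3 and Prss12 with log2 fold changes from 3.42 down to 2.32. Mep1b, at most 3.05 in any WT mouse, and Clrn1 were dim in WT lungs, so that their true rises can be larger than the measured ones. Clca1 and Nr1i3 lost their call when males were fitted alone. The largest falls were those of Gzma, a granzyme of cytotoxic lymphocytes, and Klra8 and Klra23, members of the Ly49 family of NK cell receptors. Complete separation was found for 209 genes with TG above WT and for 217 with TG below, against 0.0155% of genes by chance.

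The paper's methods name the RNeasy Mini kit and labelling with Cy5, whereas the submitters' sample labels name Trizol with a column and Cy3. The authors corrected the intensities for background and quantile normalized them with limma. The deposited values were log2 values of single features with nearly equal distributions, since sorted values of any 2 arrays differed by at most 0.00707. They carried no measure of signal over background. The number of arrays limits the precision. From these values the feature with the highest mean over the 16 arrays was taken for each gene, 4 group means of genotype and sex were fitted with limma, and the mean of the TG groups was compared with the mean of the WT groups, with Benjamini-Hochberg adjustment over all genes. Correlations between arrays ranged from 0.953 to 0.990. TG female replicates 1 and 4 and WT male replicate 1 stood apart from the other mice of their genotype on the first principal component, which held 28.5% of the variance, and had mean correlations of 0.970, 0.974 and 0.980 with their groups. Without these 3 arrays, an alternative chosen after seeing the data, 1263 genes were higher and 1347 lower, of which 1035 and 1062 were also called with all 16 mice. Without the TG females among them alone, 745 were higher and 722 lower. The number of lower genes was 1145 without WT female replicate 1, 1132 without WT female replicate 2, 1083 without WT male replicate 3 and 1067 without TG male replicate 1.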

We examined their expression in the lung tissue using existing DNA microarrays (22). 

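Chemokines that attract NK cells moved in both directions in the lungs of Fra-2 TG mice. Of 11 that were measured, 2 were higher, 3 were lower and 6 did not pass the test, with the same counts adjusted over the list alone. Ccl8 rose from a log2 value of 7.27 ± 0.63 (SD, n = 8) in WT to 9.23 ± 1.25 (SD, n = 8) in TG lungs. Ccl9, a ligand of CCR1, rose from 10.14 ± 0.23 to 11.39 ± 0.31 (SD, n = 8 each). Ccl5, which NK and T cells themselves make, fell from 12.57 ± 0.32 to 9.86 ± 0.59, and Ccl3 fell from 7.88 ± 0.42 to 5.71 ± 0.90 (SD, n = 8 each). Cxcl10, an interferon-induced ligand of CXCR3, fell from 7.12 ± 0.58 to 5.49 ± 0.55 (SD, n = 8 each).

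By limma with Benjamini-Hochberg adjustment, the log2 fold change of Ccl8 was 1.96 (standard error 0.43, adjusted p = 0.00949) and that of Ccl9 was 1.25 (standard error 0.14, adjusted p = 0.000113). Those of the lower genes were -2.71 for Ccl5 (standard error 0.24, adjusted p = 6.91e-06), -2.18 for Ccl3 (standard error 0.32, adjusted p = 0.000933) and -1.62 for Cxcl10 (standard error 0.25, adjusted p = 0.00121). Ccl9 and Ccl5 separated the genotypes in every mouse. For Ccl8 the log2 fold change was 2.76 in females and 1.15 in males, and the difference between the sexes did not pass the test (adjusted p = 0.438, limma). Ccl8 lost its call when either sex was fitted alone (adjusted p = 0.0521 in females and 0.225 in males, the highest of its alternatives), and Cxcl10 when males were fitted alone (adjusted p = 0.178, the highest of its alternatives). Without the 3 arrays that stood apart, 2 chemokines of the list were higher and 3 lower.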

Compared to WT mice, Fra-2 TG mice exhibited elevated levels of Ccl8 and Ccl9, but lower expression of Ccl5 and Cxcl10 (**Figure 2A** and **Supplementary Figure 2A**). We next used flow cytometry to quantify the expression levels of the corresponding chemokine receptors CCR5, CCR2 and CX3CR1 on NK cells and found increased expression of all these receptors on transgenic NK cells, possibly a compensatory mechanism (**Figure 2B**). Due to this mixed expression of responsible cytokines and receptors, we hypothesized that recruitment alone does not lead to the observed absence of NK cells in TG lungs.

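Taken as a list, the NK-recruiting chemokines had a median log2 fold change of -0.21 and did not shift against the other genes (camera, adjusted p = 0.317; 0.636 with an estimated correlation), since members with large changes lay on both sides. Of 26 other chemokines, 4 were lower and 1 was higher, and 21 did not pass the test, with the same counts adjusted over the list alone. The lower ones were Ccl4 with a log2 fold change of -3.19 (adjusted p = 0.000286), Xcl1, a chemokine made by NK and T cells, with -1.45 (adjusted p = 0.00181), Cxcl16, the ligand of CXCR6, with -0.78 (adjusted p = 0.000254), and Cxcl13, a B cell attractant, with -1.04 (adjusted p = 0.00464). Cxcl12, the ligand of CXCR4, was the higher one, with a log2 fold change of 0.95 (adjusted p = 0.00146, all from limma). Cxcl12 lost its call when either sex was fitted alone, and Cxcl13, Cxcl16 and Xcl1 when males were. The shift of these other chemokines as a list had an adjusted p of 0.0321 by camera and an adjusted p of 0.267 with an estimated correlation. From the mixed changes of chemokines and of the receptors on NK cells, the paper proposes that recruitment alone does not account for the missing NK cells in TG lungs.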

**Figure 2:**
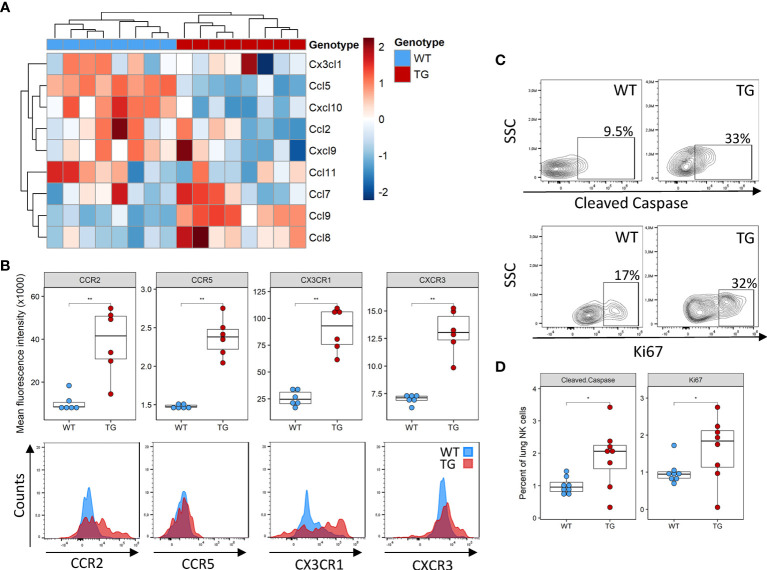
Altered recruitment factor expression and NK cell turnover in the lungs of Fra-2 TG mice **(A)** Heatmap of mRNA levels of NK recruiting chemokines in the lungs of 8 week Fra2-TG and WT mice. **(B)** Flow cytometry analysis of NK cell chemokine receptors expression. **(C)** Representative plots of intracellular flow cytometry staining of Cleaved Caspase and the proliferation marker Ki67. **(D)** Respective quantification. Statistical differences were determined with a Wilcoxon Rank Sum test, *p<0.05, **p<0.01, n=8.

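The 9 chemokines of the heat map set the genotypes apart: when the 16 mice were clustered on them, the first branch held all WT mice on one side and all TG mice on the other, with 0 mice misplaced. Ccl5 and Ccl9 carried the clearest contrast. Ccl5 ranged from 12.14 to 12.95 in WT and from 9.21 to 10.98 in TG mice, and Ccl9 ranged from 9.90 to 10.61 in WT and from 10.78 to 11.72 in TG mice. Ccl8 overlapped, since WT male replicate 1 stood at 8.57 and TG female replicate 2 at 7.50, and TG female replicates 1 and 3 were highest at 11.34 and 10.73. Cxcl10 overlapped by a single TG mouse, TG female replicate 3 at 6.34, against WT male replicates 2 and 4 at 6.33 and 6.23.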

Next, we examined local proliferation and apoptosis of NK cells in the lungs by intracellular staining for the proliferation marker Ki67 and the apoptosis regulator cleaved caspase. Overall levels of homeostatic NK cell proliferation and apoptosis were low in both WT and Fra-2 TG mice with a higher NK cell proliferation and apoptosis in the lungs of Fra-2 TG mice (**Figures 2C, D**). This potentially indicates increased turnover, however, it is unlikely to completely explain the lack of NK cells in the lungs of TG mice. Altogether, these observations suggest that the decrease of NK cells in Fra-2 TG mice is not solely caused by a local deficiency, but may arise from a more systemic fault.

### Fra-2 TG Mice Display Reduced Numbers of NK Cells in All Tissues

We next determined whether the observed reduction of NK cells was also visible in other organs. Analysis of the blood and spleen also revealed significantly decreased absolute and relative numbers of NK cells in circulation and splenic NK cells in Fra-2 TG mice (**Figures 3A, B** and **Supplementary Figure 3**). As NK cells develop in the bone marrow before being released to the circulation, we next analysed NK cells in this compartment. Within the CD45^+^ population, a decreased proportion of mature NK cells was observed, while numbers of CD4^+^ and CD8^+^ T cells were unchanged (**Figure 3C**). Interestingly, amounts of CD19^+^ B cells were increased in the lungs and circulation but decreased in spleen and bone marrow. Taken together, this suggests that Fra-2 overexpression potentially causes a defect in NK cell development, leading to a systemic absence of NK cells in TG mice.

**Figure 3:**
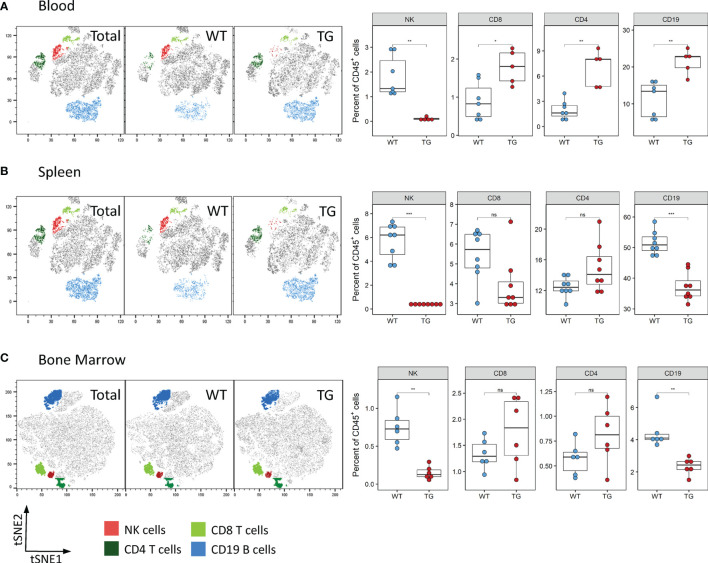
Fra-2 TG mice display reduced numbers of NK cells in all tissues. Flow cytometry analysis of lymphocytes in the blood **(A)**, spleen **(B)** and bone marrow **(C)** of wild-type (WT) and Fra-2 TG mice. tSNE plots of concatenated CD45+ from the respective tissue with overlaid gated cell populations. Statistical differences were determined with a Wilcoxon Rank Sum test, ^ns^p>0.05 *p<0.05, **p<0.01, ***p<0.001, n≥5.

### Fra-2 Overexpression Causes a Cell-Intrinsic Defect in NK Development

To investigate how Fra-2 overexpression may potentially interfere with NK cell development, we performed mixed bone marrow chimera experiments with an aim to determine the relative contribution of cell intrinsic and extrinsic effects of Fra2 overexpression on NK cell development (experimental schemes in **Figure 4A** and **Supplementary Figure 4A**). Six weeks post irradiation and transplantation with mixed WT and TG bone marrow, inflammatory cells in the bone marrow (BM), spleen and lungs were analysed. The presence of a GFP reporter gene in all TG cells enabled separation of both donor genotypes. After reconstitution, both GFP positive and negative CD45^+^ cells were detected in BM, spleen and lungs of WT mice. This is demonstrating that precursor cells derived from both WT and Fra-2 TG BM, give rise to inflammatory cells in both recipient genotypes. Of note, in both WT and TG mice the majority of cells in the BM was GFP negative, indicating a better engraftment of WT BM cells (**Figures 4B, C** and **Supplementary Figures 4D, E**). Analysis of the relative proportions of lymphocytes derived from WT or TG precursors (GFP negative or positive, respectively) in WT recipients revealed slight reductions in GFP^+^ CD4^+^ and CD8^+^ T cells and an increase in CD19^+^ B cells (**Figures 4D, E**). In contrast GFP^+^ NK cells were strongly absent in WT recipients (**Figures 4D, E**). Similar results were observed in TG recipients, with a strong lack of GFP^+^ NK cells, reduced CD8^+^ cells, but increased GFP^+^ CD4^+^ T cells and decreased GFP^+^ B cells (**Supplementary Figures 4D, E**).

**Figure 4:**
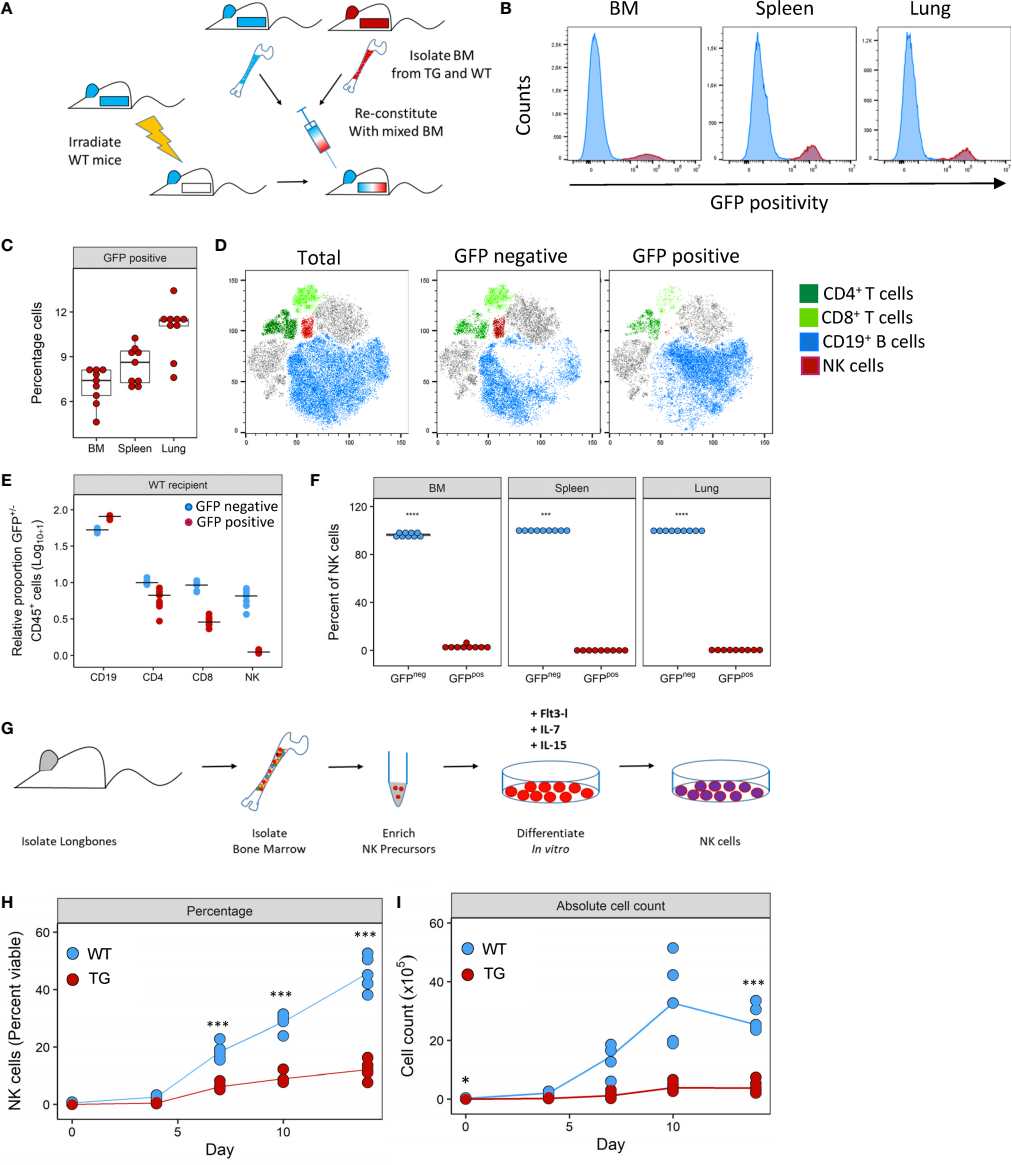
Fra-2 overexpression leads to a cell-intrinsic defect in NK development. **(A)** Schematic representation of mixed bone marrow (BM) chimera experiment. BM was extracted from WT and Fra-2 TG mice, mixed 1:1 and injected into irradiated WT mice, and mice analysed six weeks post transfer. **(B)** Histograms of the GFP signal in total immune cells in different compartments of WT mice post BM reconstitution; y-axis represents percentage viable counts in the bone marrow (BM), and percentage CD45^+^ counts in the spleen and lung and **(C)** their quantification. **(D)** tSNE plots of concatenated CD45^+^ cells in the lung and overlaid lymphocyte populations split according to GFP positivity (negative = cells of WT origin and positive = TG origin). **(E)** Relative proportion of CD45^+^/GFP^-^ (blue) and CD45^+^/GFP^+^ (red) cells in the lungs of WT recipient mice, line shows median. Data was log_10+1_ transformed to allow all cells to presented on the same axis. **(F)** Quantification of NK cell GFP positivity in the BM, spleen and lungs of WT mice. **(G)** schematic overview of the NK cell *in vitro* differentiation experiments from bone marrow precursors. NK precursors were enriched by magnetic depletion of lineage positive cells (CD3, B220, Gr1, Ter119, CD11c and CD49b positive cells) and stimulated with FLT3L, IL-7 and IL-15 to stimulate NK cell differentiation. Amount of *in vitro* generated NK cells over time, shown as percentage viable **(G)** or absolute cell count **(H)**. Statistical differences in **(C, F)** were determined with a Wilcoxon Rank Sum test, and **(H, I)** using mixed effects models with Bonferroni’s multiple comparisons test. *p<0.05, ***p<0.001, ****p<0.0001, n≥5.

Closer examination of NK cells in all compartments revealed that the vast majority of NK cells were GFP^-^ with 99.8% and 97.9% of NK cells in WT and Fra-2 TG recipients being GFP^-^ (**Figure 4F** and **Supplementary Figure 4F**). Therefore, almost all NK cells developed from WT precursors indicating a cell-intrinsic developmental defect. We next examined whether this *in vivo* developmental effect could be recapitulated *in vitro*. To investigate if Fra-2 TG precursor cells could be stimulated to differentiate into NK cells *in vitro*. Lineage negative NK precursors were isolated from the BM of Fra-2 TG and WT mice and differentiated *in vitro* (experimental scheme: **Figure 4G**; representative gating strategy: **Supplementary Figure 4**). In line with our *in vivo* findings, WT precursors gave rise to high numbers of NK cells, while TG precursors exhibited a much lower differentiation capability (**Figures 4H, I**).

### The Defect Caused by Fra-2 Affects All NK Committed Precursors

NK cell differentiation is a highly structured process with cells developing along set trajectories. We therefore sought to determine at which stage Fra-2 overexpression interferes with the normal differentiation process. As each developmental stage is characterized by changes in surface marker expression (**Figure 5A**), we used this to identify and quantify the abundance of known NK precursors in the BM (A representative gating strategy is shown in **Supplementary Figure 5**). Equivalent proportions of the multipotent progenitor cells (MPP) and increased common lymphoid progenitor cells (CLP) were observed in Fra-2 TG mice. However, all NK-committed precursors, starting from the preNKP were significantly decreased (**Figure 5B**). The increased amounts of CLPs but strongly reduced numbers of all following precursors suggest a block during lineage commitment and transition from CLP to preNKP. This developmental defect may potentially be due to decreased receptor expression, which in turn would reduce the response to the growth factors required for differentiation. All NK precursors, in both WT and TG mice, displayed expected distribution of surface receptors, with high levels of Sca-1, CD135 and CD127 on the early precursors, a shift from CD127 to CD122 in the stage of rNKP and upregulation of CD244, CD122 and NKp46 in immature and mature NK cells (**Figure 5C**).

**Figure 5:**
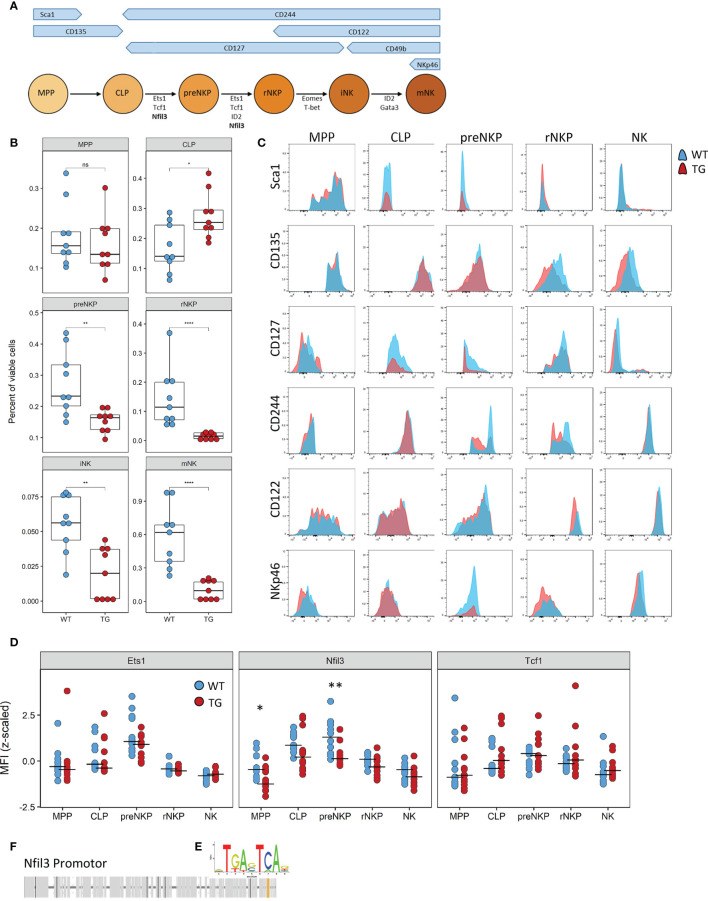
The defect caused by Fra-2 affects all NK committed precursors. **(A)** Schematic representation of surface marker expression and essential transcription factors during NK cell development in the bone marrow. **(B–D)** Flow cytometry analysis of NK cells in bone marrow of WT and Fra-2 TG mice. **(B)** Quantification of NK precursors in the bone marrow. **(C)** Surface Marker expression on NK precursors. **(D)** Quantification of NFIL3, Ets1 and Tcf1 on NK precursors *via* flow cytometry; Z-scored mean fluorescent intensity are shown, with a line at the median. **(E)** AP-1 consensus sequence. **(F)** In silico transcription factor binding site analysis for AP-1 in the promotor of Nfil3. Statistical differences were determined in **(B)** with a Wilcoxon Rank Sum test and in **(D)** with mixed models using mouse genotype and cell type as fixed factors and the individual mouse as a random factor, ^ns^p>0.05 *p<0.05, **p<0.01, ****p<0.0001.

In addition to receptor expression, each differentiation stage requires the coordinated expression of several transcription factors (**Figure 5A**) Analysis of the key transcription factors required for the differentiation from CLP to iNK by flow cytometry, revealed a significant decrease in the Nfil3 (E4BP4) transcription factor, which is required in CLP, for commitment to the ILC-1 and NK lineages (**Figure 5D**). Other transcription factors, such as Ets1, Tcf1, Gata3, ID2, Eomes and T-bet, were unchanged (**Figure 5D** and **Supplementary Figures 6A, B**). In silico transcription factor binding site analysis reveals a potential AP-1 binding site, with the consensus sequence TGA-C/G-TCA (**Figure 5E**) in the promoter region of this gene (**Figure 5F**), suggesting the involvement of the AP-1 family in the regulation of Nfil3.

As NK-related cell types, such as ILC-1, share common progenitor cells and dependence on Nfil3 during their development, we assessed whether this NK-related cell type was also affected by Fra-2 overexpression. Analysis of ILC-1 in the lungs and liver by flow cytometry (gating strategy shown in **Supplementary Figure 8A**) revealed a significant decrease in ILC-1 and confirmed the absence of the NK cells in Fra-2 TG mice (**Supplementary Figure 8B**).

## Discussion

In this study we have shown that Fra-2 is a powerful negative regulator of NK cell differentiation, with overexpression of Fra-2 resulting in strongly reduced systemic NK cell numbers arising from a CLP to preNKP differentiation defect. In mice, ectopic overexpression of Fra-2 leads to systemic inflammation, with immune infiltrates in multiple organs (14, 18). Fra-2 has been shown to play a role in regulation and differentiation of several immune cell types and involvement of other AP-1 transcription factors have been reported to play important roles in regulating NK function, cytotoxicity and surface receptor expression (1, 25, 26). Our data expands on these studies and reveals the importance on Fra-2 in preventing the normal differentiation of NK cells.

Although, several studies have investigated the immune profile in Fra-2 TG mice, none investigated the presence of NK cells (13, 18, 21–23, 27). Consistent with previous studies we found increased numbers of eosinophils and T and B cells, but decreased alveolar macrophages (13, 21, 23). The decreased B cell abundance in the BM, but increased circulating and lung numbers, supports the known role of Fra-2 in B cell development and turnover (15).

Our study is the first to report almost complete absence of NK cells in the lungs of these mice. Several potential explanations could have explained this deficit. Local recruitment is a result of the coordinate action of chemokine – receptor interaction. Here we observed increased expression of Ccl7, Ccl8 and Ccl9 in the lung tissue, but a reduction of Ccl5 and Cxcl10. 

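Ccl7, a ligand of CCR2, was at a log2 value of 6.24 ± 0.55 (SD, n = 8) in WT and 6.49 ± 0.65 (SD, n = 8) in TG lungs, a log2 fold change of 0.25 (standard error 0.29, adjusted p = 0.609, limma). Its log2 fold change was 0.28 in females and 0.22 in males. Ccl2, which also binds CCR2, had a log2 fold change of -0.65 (adjusted p = 0.195), and Cxcl9, a CXCR3 ligand induced by interferon-gamma, had -0.54 (adjusted p = 0.332). Without TG female replicate 3, Cxcl9 was called lower (log2 fold change -0.83, adjusted p = 0.0296, the lowest of its alternatives, which reached 0.698). Cxcl9 was dim in both genotypes, at 4.05 in WT and 3.52 in TG lungs, so the size of its change is uncertain. Ccl11, an eosinophil attractant, and Cx3cl1, the ligand of CX3CR1, had log2 fold changes of -0.21 and -0.07 (adjusted p = 0.513 and 0.762). Cxcl11 stood near the upper end of the scale in both genotypes, at 15.86 in WT and 15.97 in TG lungs, where a rise can hardly be seen. Its dimmer feature, singled out after its values were seen, rose from 10.68 to 11.30, with an adjusted p of 0.00519 over all features (limma). With the mean of both features Cxcl11 was called higher (log2 fold change 0.37, adjusted p = 0.0214, the lowest of its alternatives, which reached 0.945).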

Due to this mixed expression, we postulated that this on its own, changes in recruitment factors would not be sufficient to explain the absence of NK cells in Fra-2 TG lungs. Interestingly, the remaining transgenic NK cells in TG generally possessed higher expression of NK recruitment receptors, which may represent a compensatory mechanism to the low NK numbers or a direct consequence of Fra-2 overexpression. The lungs of Fra-2 TG mice may be subjected to increased NK cell turnover as shown by the increased apoptosis and proliferation in TG NK cells, but again is unlikely to be the sole cause for the strong reduction in NK cell number. We therefore also analysed peripheral tissues, including the bone marrow, liver, lung, spleen, and peripheral blood, and showed almost a complete ablation of NK in all these organs. Due to this systemic lack of NK cells, we hypothesized that Fra-2 might cause a NK cell developmental defect. One alternative possibility, which cannot be completely excluded, is that the random insertion of the Fra-2 TG may have disrupted the mouse NK locus on chromosome six. However, several pieces of evidence argue against this possibility: 1) Due to the heterozygous TG/WT breeding strategy, all TG offspring would have one intact NK locus derived from the WT parent. 2) Expression data revealed that several genes within the NK cluster have decreased expression, while others are unregulated or possess increased levels (data not shown). 

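Many genes of the NK gene complex on chromosome 6 were lower in Fra-2 TG lungs. Of 55 listed members 43 were measured, of which 21 were lower, 1 was higher and 21 did not pass the test; adjusted over the list alone 28 were lower and 4 higher. The largest measured falls were those of Klra8, Klra23 and Klrb1c. Klra8, the activating receptor Ly49H, fell from a log2 value of 8.92 ± 0.50 (SD, n = 8) in WT to 3.69 ± 0.67 (SD, n = 8) in TG lungs, and Klrb1c, which encodes NK1.1, fell from 7.79 ± 0.39 to 3.63 ± 0.53 (SD, n = 8 each). The members that did not pass ranged from -1.03 for Clec2g to 1.31 for Tmem52b in log2 fold change, named after their values were seen. Some of them were dim in both genotypes, among them Clec2h at 2.49 in WT and 2.61 in TG lungs and Klrc1 at 2.93 and 2.79. In such members a fall could hardly be seen, so the lack of a call does not show that they were unchanged.

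The log2 fold change was -5.22 for Klra8 (standard error 0.29) and -4.16 for Klrb1c (standard error 0.23), each with an adjusted p of 8.25e-08 by limma. Their TG means lay in the range of Uty, a Y-linked gene, in the female mice (2.66 to 4.09 on its brightest feature). Those of Klra5, Klra6, Klra10, Klrb1, Klre1 and Klri2 lay in or below it. The true falls of all these members can therefore be larger than the measured ones. The floor differs between features. The brightest feature of Eif2s3y, another Y-linked gene, read 3.75 to 4.11 in WT females and 4.00 to 6.17 in TG females. Other members may therefore lie near a floor too. Klra4 had a log2 fold change of -3.96, Klra7 of -3.49, Klrb1a of -3.33, Klrk1, which encodes NKG2D, of -2.30 and Klrd1, which encodes CD94, of -1.66, and in each of these 5 genes every TG mouse lay below every WT mouse. The other lower members Klre1, Klra5, Klra6, Klra9, Klra16, Klrb1, Klrb1b, Klrb1f and Klrg1 had log2 fold changes from -3.32 for Klra16 to -1.45 for Klrg1. The smallest falls that passed were those of Klra2 with -0.76, Clec1a with -0.77, Klra10 with -0.82 and Klri2 with -0.85. Klra2 lost its call in 14 of 34 alternatives (highest adjusted p = 0.416), Klri2 in 10 of 33 (highest adjusted p = 0.555), Klra10 when either sex was fitted alone, and Clec1a, Klra5, Klrb1, Klrb1b, Klrb1f and Klrg1 when males were. For these last 6 genes, in that order, the log2 fold changes in males were -0.30, -2.03, -2.03, -1.71, -1.13 and -1.69. In females they were -1.25, -2.09, -2.06, -1.83, -2.14 and -1.21. With 4 against 4 males, a lost call does not show a smaller change. The complex as a list was shifted down against the other genes (camera, adjusted p = 8.30e-15; adjusted p = 0.0110 with an estimated correlation). Klra1 was the single higher member, at 8.48 ± 1.03 (SD, n = 8) in WT and 11.62 ± 1.65 (SD, n = 8) in TG lungs (adjusted p = 0.00161, limma). Its log2 fold change was 3.15 on the feature with the highest mean, -3.26 on another bright feature and 1.09 on a dim one. The platform names these other features Klra22, which the gene table lists as another name of Klra1. Klra1 lost its call with the mean of the 3 features (log2 fold change 0.32, adjusted p = 0.645, the highest of its alternatives) and when males were fitted alone (adjusted p = 0.344). On the first feature WT male replicate 1 had 10.89, against at most 8.67 in the other WT mice, and TG female replicates 1 and 4 were the highest. Without the 3 arrays that stood apart, 20 members were lower and 1 was higher, and without the dimmest 50% of genes, which left fewer members, 8 were lower and 2 higher. Klra genes are near-identical in sequence, so a feature may bind transcripts of more than 1 of them. This holds also for Klra16 and Klra23, which the gene table places on scaffolds. Their measured falls may therefore be those of other Klra genes.

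**Figure D1:**
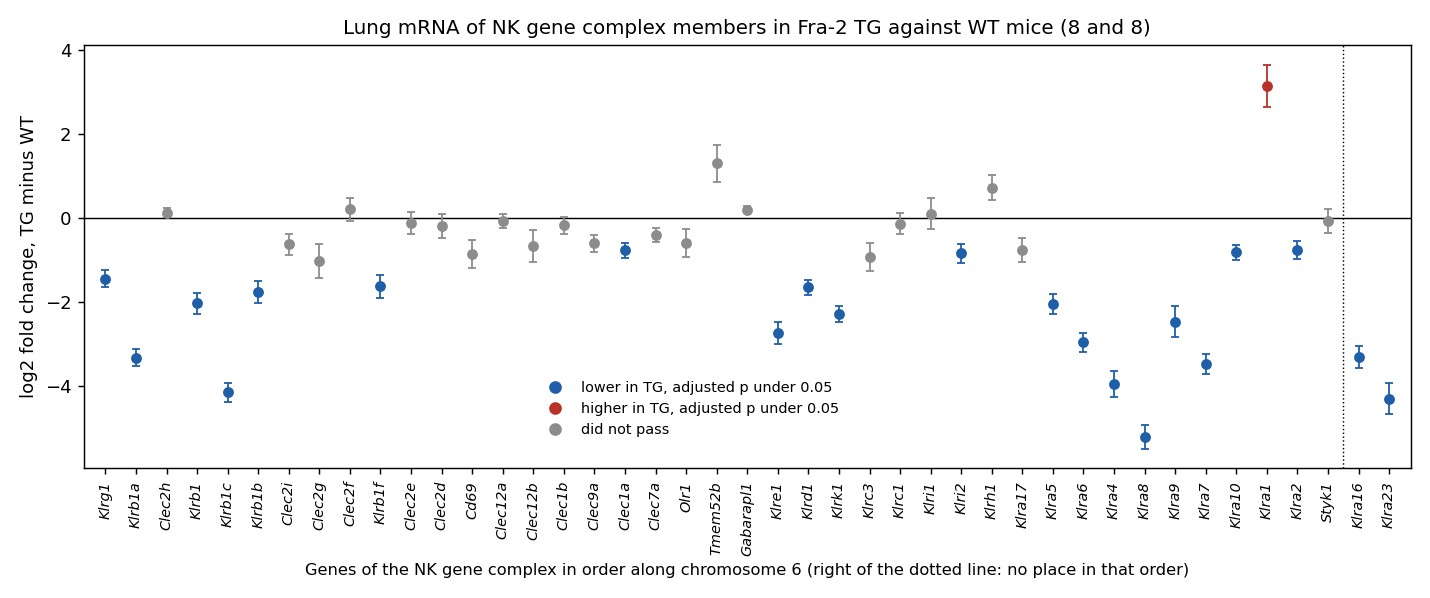
Log2 fold change of TG against WT lungs (vertical axis) for the 43 measured members of the NK gene complex, in their order along chromosome 6 (horizontal axis), with Klra16 and Klra23, which have no place in that order, on the right. Points are estimates from limma over 8 WT and 8 TG mice, bars are standard errors, and colours mark members that were lower, higher or did not pass at an adjusted p under 0.05. The 21 lower members lie between -5.22 for Klra8 and -0.76 for Klra2, and Klra1 lies at 3.15 on the feature that stands for it.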

3) NK1.1 encoded by the Klrb1 (Killer cell lectin-like receptor subfamily B member 1) was expressed on the remaining NK and ILC-1 cells in TG mice (**Supplementary Figure 8**).

Based on our mixed bone marrow chimera experiments we identified a cell intrinsic developmental defect. Despite superior WT BM cell engraftment, both WT and TG derived lymphocytes were detected in the BM, lung, liver, blood and spleen of both recipient genotypes. The reasons for the low engraftment efficiency of Fra-2 TG BM is unclear, it may be due to lower fitness due to the transgene expression or potentially, but less likely, an immunogenic response against GFP reporter in TG cells (28). A stem cell defect or reduced repopulation capacity would be a possible explanation, but this question is beyond the scope of this manuscript and could be addressed in further studies. Finally, one conceivable is option that the GFP reporter gene present on the TG construct may be supressed or the GFP signal lost, which would decrease our capability to identify TG derived cells. Despite these potential limitations, we could conclusively show that NK cells in both recipient genotypes originated exclusively from the WT BM, while other CD45^+^ immune cells originated from both WT and Fra-2 TG precursor cells. Interestingly, TG recipients possessed high proportion of GFP^+^ CD4^+^ compared to GFP^-^ CD4^+^ T cells in their lungs, indicating a potential selective advantage of these cells in a transgenic environment and is consistent with the high abundance of CD4^+^ cells in the lungs of non-chimeric TG mice (21, 22). In line, TG recipients of mixed BM show a decreased relative abundance in other GFP^+^ lymphoid cell populations.

NK cell differentiation is a highly coordinated process characterized by the sequential expression of several receptors, which confer cytokine specificity. Receptor binding subsequently activates intracellular signalling cascades and transcription factors. Similar to B and T cells, NK cells originate from MPP and develop *via* CLP to the different lineages. The first precursors committed to the NK cell line are the preNKP/pre-pro-NKP cells (6, 7). In contrast to CLPs, NKP defined lineages do not express Sca1 and CD135, but express the markers CD244, CD117 and CD127. During development from preNKP to rNKP, CD127 is downregulated and CD122 is upregulated, indicating a shift from IL-7 to IL-15 dependence (8). As NK precursors in Fra-2 TG mice possessed similar receptor repertoire as WT precursors, we were able to exclude that the differentiation defect was due to changes in receptor expression.

Corresponding to the impaired differentiation from CLP to preNKP, we observed decreased expression of the essential differentiation factor Nfil3. As Nfil3 is required for correct development of both NK cells and ILC-1 (29, 30), differentiation of both cell types, should be, and was indeed impaired. Follow up experiments including limiting dilution assays and culture of specific precursors may give further insights in the CLP-preNKP differentiation block. Nfil3 has been shown to be essential for NK cell development and maturation by inducing expression of the transcription factors ID2 and GATA3, which are crucial for the late stage NK cell development from immature (iNK) to mature NK cells (mNKs) (10, 31, 32). These findings are slightly controversial as certain NK subsets, such as TRAIL^+^ liver NK cells, can develop in the absence of Nfil3, which might explain the origin of the remaining NK cells in the Fra-2 TG mice. As Nfil3 activity is only essential during lineage commitment and early developmental stages, when early development checkpoints are passed, Nfil3 is not required for NK cell maintenance and survival in the periphery (30, 33).

Nfil3 can be regulated by various factors, including posttranslational modifications, such as sumoylation and phosphorylation, or different cytokines and growth factors (34, 35). Nfil3 can be inhibited by TGF-β (36) or upregulated by IL-7 and IL-15. Both, IL-7 and IL-15 lead to the activation of JAK3/STAT5 signalling (37), which makes STAT5 a key regulator in NK development, maturation, survival and function (38). Fra-2 has been shown to be a STAT5 target gene, which is activated in response to IL-2 in human CD4^+^ T cells (39), possibly leading to an altered response to these cytokines in Fra-2 TG mice. Since the defect, caused by Fra-2, occurs in an early developmental stage, before the upregulation of CD122, in this case IL-7 is the more important activator of STAT5 signalling. Furthermore, Notch signalling, which is essential for the CLP-preNKP transition has been shown to activate Fra-2 (40). Together with the AP-1 binding site in the promotor of Nfil3, identified in our *in silico* transcription factor binding analysis, this suggests that the AP-1 transcription factor family and especially Fra-2 play an important role in regulating the commitment of CLP to the NK and ILC lineages. However, functional experiments are still required to investigate this interaction in more detail. Fra-2 possesses differential transactivation activity: in a dimer with c-Jun, Fra-2 lowers the transactivation activity compared to c-Jun/c-Fos, however upon dimerization with JunD, it increases the transactivation activity, compared to JunD homodimers (12), therefore overexpression of Fra-2 could not only influence target gene expression by direct binding but could also affect expression of Nfil3 by changing the composition of the AP-1 dimer that binds to its promotor.

In conclusion, we have shown that Fra-2 is a strong negative regulator of NK and ILC-1 development and acts *via* downregulation of the essential transcription factor Nfil3. Further studies could address questions of the effects of Fra-2 overexpression in mature NK cells on their function and the loss of Fra-2 in NK cells and their precursors.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/GSE200425.

## Ethics Statement

The animal study was reviewed and approved by Austrian Federal Ministry of Science, Research and Economics.

## Author Contributions

DS, DG, LM conceived and designed the study. DS, MH performed data acquisition and analysis. DS, LM wrote the manuscript. All authors contributed to the interpretation of the data and drafting manuscript. All authors read and approved the final version of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

DS was funded by the Austrian Research Promotion Agency (FFG, project number 870904), awarded to LM and was part of the MolMed PhD program of the medical university of Graz. DNA microarray analysis was supported *via* grants CRC1021 Z1 and CRU309 Z1 from the German Research Foundation to Jochen Wilhelm.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Representative flow cytometry gating strategy of lymphoid and myeloid cell populations in the lungs. Lymphoid cells were gated on CD45^+^, side scatter low and B cells (CD19^+^), T cells (CD3^+^ followed by CD4/CD8/gdTCR) and NK cells (NKp46^+^ CD49b^+^). Myeloid cells were gated from CD45^+^ and further defined as alveolar macrophages (CD11c^+^, SiglecF^+^), neutrophils/PMN (CD11b^+^ Gr1^+^), Eos (SiglecF^+^), Monocytes (CD11b^+^, MCHII^+^, different populations based on their expression of CD64 and Gr1), Dendritic cells (CD11b^+^, MHCII^+^, CD24^+^), interstitial macrophages (CD11b+, MHCII^+^, CD64^+^, CD11c^-^), monocytes-macrophages (CD11b^+^, MHCII^+^, CD64^+^, CD11c^+^). Dotplots for both wild-type and Fra-2 transgenic mice are shown, with proportion of NK cells from the CD3^-^CD19^-^ gate.

Supplementary Figure 2 Expression levels of cytokines required for NK recruitment. Extracted cytokine expression values in the lungs of WT and Fra-2 TG mice using DNA microarrays. 

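The extracted expression values were also compared with the exact two-sided Wilcoxon rank sum test on 8 WT and 8 TG mice. Ccl5 and Ccl9 had the smallest p that 8 against 8 mice allow, 0.000155. Cxcl10 had an exact p of 0.000622, Ccl8 of 0.00109 and Ccl3 of 0.00186. None of the other measured chemokines of the list had an exact p under 0.05: it was 0.0830 for Cxcl9, 0.105 for Ccl2, 0.328 for Ccl11, 0.574 for Ccl7, 0.721 for Cx3cl1 and 0.878 for Cxcl11, whose tested feature stood near the upper end of the scale in both genotypes, where ranks cannot show a rise. After Benjamini-Hochberg adjustment over all genes, the exact test gave 0.00885 for Ccl5 and Ccl9, 0.0155 for Cxcl10, 0.0206 for Ccl8 and 0.0264 for Ccl3.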

Statistical differences were determined with a Wilcoxon Rank Sum test, ^ns^p>0.05, **p<0.01, ***p<0.001, n = 8.

Supplementary Figure 3 Quantification of NK cell Numbers in blood and spleen. Absolute numbers of NK cells in the blood **(A)** and spleen **(B)** as determined by flow cytometry. Statistical differences were determined with a Wilcoxon Rank Sum test, ^ns^p>0.05, *p<0.05, **p<0.01, n = 5-7.

Supplementary Figure 4 Lymphoid cell differentiation effects in TG recipient mixed BM chimeras. **(A)** Schematic representation of mixed bone marrow (BM) chimera experiment. BM was extracted from WT and Fra-2 TG mice, mixed 1:1 and injected into irradiated Fra-2 TG mice. Mice were analysed six weeks post transfer. **(B)** Histograms of the GFP signal in total immune cells in different compartments of Fra-2 TG mice post BM reconstitution; y-axis represents percentage viable counts in the bone marrow (BM), and percentage CD45^+^ counts in the spleen and lung. **(C)** Quantification of GFP positive cells as shown in **(B)**. **(D)** tSNE plots of concatenated CD45^+^ cells in the lung and overlaid lymphocyte populations split according to GFP positivity (negative = cells of WT origin and positive = TG origin). **(E)** Relative proportion of CD45^+^/GFP^+^ and CD45^+^/GFP^-^ cells in the lungs of TG recipient mice. Data was log_(log10+1)_ transformed to allow all cells to presented on the same axis. **(F)** Quantification of NK cell GFP positivity in the BM, spleen and lungs. Statistical differences in F were determined with a Wilcoxon Rank Sum test, *p<0.05.

Supplementary Figure 5 Gating strategy for *in vitro* differentiation of murine NK cells. NK precursors were enriched by magnetic depletion of lineage positive cells (CD3, B220, Gr1, Ter119, CD11c and CD49b positive cells) and stimulated with FLT3L, IL-7 and IL-15 to stimulate NK cell differentiation. NK cells were defined as CD3^-^, CD49b^+^, NKp46^+^ cells.

Supplementary Figure 6 Gating strategy for identifying and analysing NK cell precursors in the bone marrow. Bone marrow were analysed by flow cytometry using two antibody panels identify cells of the MPP- rNKP/iNK stages and iNK/mNK stages. NK cell precursors were gated on single cells, viable cells, lineage negative and defined as follows: MPP (Sca1^+^, CD244^-^, CD135^+^, CD127^-^); CLP (Sca1^-^, CD244^+^, CD135^+^, CD127^+^); preNKP (Sca1^-^, CD244^+^, CD135^-^, CD127^+^, CD122^-^); rNKP/iNK (Sca1^-^, CD244^+^, CD135^-^, CD127^+^, CD122^+^); iNK (CD244^+^, CD122^+^, NKp46^-^, CD49b^+^); mNK (CD244^+^, CD122^+^, NKp46^+^, CD49b^+^). Dotplots for both wild-type and Fra-2 transgenic mice are shown, with proportion of NK cell precursors from the parent population.

Supplementary Figure 7 Transcription factors expression level on NK precursors in the bone marrow of WT and Fra-2 TG mice. **(A)** Quantification of shown transcription factors using flow cytometry, MFI mean fluorescent intensity, lines indicate median. Statistical differences were analysed *via* mixed models using mouse genotype and cell type as fixed factors and the individual mouse as a random factor. No significant differences were observed. **(B)** Histograms of transcription factor expression on NK precursors and control stainings.

Supplementary Figure 8 Fra2 overexpression decreases ILC-1 and NK abundance. **(A, B)** Flow cytometry analysis of ILC-1 and NK cells in lung and liver tissue of WT and Fra-2 TG mice. **(A)** Gating strategy for identification of rare lymphoid cell populations. Dotplots for both wild-type and Fra-2 transgenic mice are shown, with cell proportions from the parent population. **(B)** Quantification of these populations. n=8, statistical differences were determined with a Wilcoxon Rank Sum test, **p<0.01, ***p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

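The data were lung mRNA levels of 16 mice of 8 weeks on single-colour Agilent mouse arrays, 4 WT females, 4 WT males, 4 Fra-2 TG females and 4 Fra-2 TG males, with 1 array per mouse. Group, sex and replicate number were taken from the submitters' sample labels, which name no animal, and each array was counted as 1 mouse. Xist, Eif2s3y and Uty separated the sexes as labelled in all mice. Kdm5d did so on a dimmer feature but not on its brightest one.

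The authors corrected the intensities for background and quantile normalized them with limma, which the submitters' processing notes also name, without a version. The background method, any filter on spots and a genome build are not given in the sources used here. The deposited table held log2 values, 1 column per array and 1 value per feature, with no flags and no signal over background, so that dim features could be filtered by their mean alone. It held no probe names, so that spots of the same probe could not be averaged first, as had been planned. All columns of values were used.

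Of the features on the array, 43941 had a single gene symbol in the platform annotation, none had several and 19035 had none and were left out. For 33708 features the symbol was taken through the accession from a gene table of GRCm38.p6, which updated 1424 of them, 9763 had a current symbol, 463 were updated through a synonym and 7 kept the platform's symbol. The gene table served for names and for the order of genes on chromosome 6 only. It places Klra16 and Klra23 on scaffolds with positions of their own, so these 2 members were added by name. A gene was represented by its feature with the highest mean over the 16 arrays, which gave 24306 genes, 11040 of them with more than 1 feature.

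The main test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) with 4 group means of genotype and sex, and the contrast was the mean of the TG groups minus the mean of the WT groups. The same fit gave TG against WT in females, in males, and the difference between these effects. A gene was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes. Gene lists were tested with camera at its preset correlation of 0.01, and with an estimated correlation and fry beside it, and adjusted over 35 lists. The exact Wilcoxon rank sum test was run per gene. Intervals of medians and slopes came from 1000 and 500 resamples of genes at a level of 95%. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

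The test was tried on simulated values for 24306 genes with 200 changed genes. It recovered 25.4% of genes changed by 0.5 on the log2 scale, 62.7% of those changed by 1 and 93.9% of those changed by 2, and 6.20% of its calls were false. The simulated genes varied independently of each other, and far fewer of them changed than were called in the data. These shares therefore need not hold for the real arrays.

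The mapping of samples, the tests, the 35 gene lists, the alternatives and the rule for named genes were fixed before the data were examined, although the directions of 9 chemokines had been seen in Figure 2A. That rule covered Fosl2, the genes the paper names, the 10 largest rises and falls among genes that passed and separated all mice by genotype, up to 4 members of each list with the smallest adjusted p, and the members of the NK gene complex that passed; the text names those of them it describes. Alternatives were the genotype alone, the replicate number as a block or within sex, and the mean of all features or each on its own. Others were filters that left out the dimmest 33.3% or 50% of genes, other normalizations, eBayes with trend or robust, and array weights. The rest were the exact Wilcoxon test, other thresholds and each sex fitted alone. All genes placed between the first and last member of the complex were also counted, and each mouse was left out in turn. Ccl13 was not analysed here, since no feature carried its symbol. Flow cytometry, microscopy and bone marrow chimeras of the paper were not analysed here.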

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

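The tests of the 3 patterns weighed here were chosen after the results were seen, except the slope without TG female replicates 1 and 4 and the counts over other splits of the mice. A mouse lay far from the other 7 of its genotype in 19 of 278 groups of named genes, where chance gives about 1 in 20, and WT male replicate 1 was that mouse 7 times.

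WT male replicate 1, whose mean correlation of 0.980 with the other WT males was the lowest among WT mice, had 1250 genes more than 1 log2 unit above the other WT males, with a mean level of 6.04 in this mouse, 4.61 to 4.73 in the other WT mice and 4.87 to 5.43 in TG mice, and 13.5% of them were called higher in TG against 5.65% of other genes. In this mouse, 20 NK cell markers that were lower in TG differed by a median of -0.194 (95% interval -0.421 to 0.0378) from the other WT males. This argues against a sample made of RNA of a TG mouse alone. A small share of such RNA would lower these markers little, so it cannot be excluded. On the dimmer Fosl2 feature this mouse had 4.91, the highest of the WT mice, where the lowest TG mouse had 6.56. For a fault of the 3 arrays that stood apart and of no other array, a first test set a bound of 0.2. The median log2 fold change of the 1250 genes without the 3 arrays lay within it. It was 0.178 (95% interval 0.148 to 0.207) against all other WT mice. Against WT females, which did not set the choice of genes, it was 0.127 (95% interval 0.0937 to 0.158). Tests chosen after the first value was seen came out the other way, with 13.4% of these genes called higher without the 3 arrays and against WT females, where 3.27% of other genes were, and with the other 6 TG mice, at 4.87 to 5.07, above the 4 WT females, at 4.69 to 4.73 (exact permutation test, p = 0.00476, the smallest it allows), but these genes were dim, with a median level of 3.71 against 6.34 for all genes, so such a fault cannot be told apart from a wider effect. A difference in RNA quality or hybridization that follows the genotype also cannot be told apart from a biological one, since the lowest TG mouse lay 0.142 above the highest of the other WT mice and the values carry no measure of quality.

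More genes changed in females than in males: 3925 against 157 at an adjusted p under 0.05, and 376 against 211 without TG female replicates 1 and 4, an alternative chosen after seeing the data; leaving out a single mouse took the females to 2091 at the lowest, without TG female replicate 4. Over the 3192 genes changed between the genotypes, the slope of the female on the male log2 fold changes was 1.89 (95% interval 1.80 to 1.98). The intervals of slopes came from resampled genes and do not measure the spread between mice. Exchanging the sex labels within each genotype gave a slope as large in 2 of 100 draws, the real one included (highest other 1.90). Without TG female replicates 1 and 4 the slope was 1.42 (95% interval 1.37 to 1.48). Without any other pair of TG females it lay between 1.76 and 2.51. The fall of the slope to 1.42 leaves replicates 1 and 4 as part of the cause of the larger effects. It cannot show whether they are the whole cause. WT male replicate 1, which also stood apart and enters the male fold changes, was kept in this fit. The 3192 genes had also been called with replicates 1 and 4 included. Draws added after the slope of 1.42 was seen gave one as large in 4 of 100 (highest other 1.57). No single gene passed the test of the difference between the sexes by limma (3125 at an unadjusted p under 0.05), and with a count of 0 all 100 of 100 draws of exchanged labels must give as many (highest other 3), so that they say nothing about chance. A biological difference between the sexes stays open and was not tested further.

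The lower expression of the NK gene complex was weighed against a segment of chromosome 6 from another strain and against a loss of all lymphocytes. NK cell markers outside the complex (15 genes) had a median log2 fold change of -1.49 (95% interval -2.55 to -0.675), with 11 lower and 1 higher, which argues against a change confined to the segment as the whole cause. The other 130 genes placed on chromosome 6 between the first and last listed member of the complex had a median of -0.0386, with 7 higher and 15 lower. T cell markers had a median of -0.112 (95% interval -0.183 to 0.0873), which argues against an equal loss of all lymphocytes, while B cell markers had a median of -0.62, with 8 of 17 lower and 1 higher, so that fewer B cells beside fewer NK cells stay open. A loss of NK cells, which the paper reports from flow cytometry of lungs at 8 weeks, where NK cells were nearly missing (Fig. 1), was not counted by the arrays, and a disruption of the complex that itself removes NK cells was not tested and cannot be excluded by these values.

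Other splits of the mice make chance unlikely for the counts by genotype but do not exclude it. The smallest share they could give was 1 of 100 over all mice and 1 of 35 in each sex. The real split changed 3192 genes, against at most 892 in other splits within sex (1 of 100 splits as large, the real one). For the NK gene complex the real split gave 22 and the highest other 17 (1 of 100), and for the NK-recruiting chemokines 5 and 2 (1 of 100). In females it was 3925 against at most 24 and in males 157 against at most 1, each in 1 of 35 splits.

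Several results lie outside what the paper discusses. Clca1 had a log2 fold change of 5.96 and Krt14 of 3.71, with every TG mouse above every WT mouse, and Gzma had -6.09, with every TG mouse below. Clca1 lost its call when males were fitted alone. Of 20 genes of the type I interferon response, 10 were lower and none higher (camera, adjusted p = 2.02e-07; adjusted p = 0.183 with an estimated correlation).

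Mice far from the others of their genotype were found for these genes. Among TG mice, Ccl3 was highest at 7.71 in female replicate 3, Clca1 highest at 15.99 in female replicate 1, Klre1 highest at 4.40 in female replicate 2, Cxcr3 lowest at 3.36 in female replicate 1, Oas2 lowest at 6.95 in male replicate 1, Scgb1a1 lowest at 15.94 in female replicate 3 and Hba-a1 lowest at 15.70 in male replicate 4. In WT male replicate 1, Klra1 was highest at 10.89 and Kdr highest at 13.67, while Cd8a at 5.20, Ifng at 3.91, Emp2 at 14.41, Actg2 at 10.17 and Hbb-bt at 13.24 were lowest. Klra23 at 10.00 and Klra10 at 4.81 were highest in WT female replicate 2, and Cxcl16 at 10.22 was highest in WT female replicate 3. Cd274 at 8.45 and Scgb1a1 at 15.88 were lowest in WT male replicate 4. The nearest mice for Scgb1a1 stood at 15.99 in WT and 16.00 in TG, at the upper end of the scale, so its distances were small.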

How the results depend on the processing

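Values without the arrays that stood apart were chosen after seeing the data; the other alternatives were planned. In every alternative the chemokines gave 1 to 3 higher and 2 to 4 lower members. With the replicate number as a block, 1412 genes were higher and 1676 lower, 3783 changed in females, 109 in males and 0 between the sexes. After group means were taken out, correlations gave little sign that the numbers pair the mice. Of 24 pairs of the same number, 3 had a correlation over 0.1 (median 0.00873, against -0.0105 for other numbers). Of 16 mice, 6 correlated best with a mouse of their own number. Weak correlations do not exclude that arrays of the same number share a block. Genotype alone gave 1230 higher and 1439 lower, and cyclic loess 1569 and 1623. Over named genes, 4244 comparisons kept a call with its direction, or the lack of a call in either direction, 433 lost the call, 7 gained it and 2 turned direction with a call before or after. Of 13 lists called by camera, 10 lost their call with an estimated correlation and 3 kept it. Dim genes are limited by the lack of a background measure.

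Leaving out each mouse in turn, the higher genes numbered 1007 to 1892, the lower 1067 to 2371, those changed in females 2091 to 5114, in males 94 to 183 and between the sexes 0 to 7, higher chemokines 2 to 2, lower 3 to 4, and genes of the NK gene complex 1 to 2 higher and 19 to 27 lower. Most of these extremes came without TG male replicate 1 (1007, 1067 and 94) or without TG female replicate 3 (1892, 2371, 5114, 7 and 27). Changed genes in females numbered 2220, 2263 and 2346 without WT female replicates 1, 2 and 4, and 2173 and 2091 without TG female replicates 1 and 4.

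The cause was not tested where the construction does not show it. With the replicate number within sex as a block, 1067 genes were lower, 2606 changed in females and 70 in males. With every feature on its own, 3054 were higher and 7216 changed in females. Without the dimmest 33.3% of genes, 240 changed in males, 1 between the sexes, and 2 of the complex were higher; without the dimmest 50%, 247 changed in males and the complex had 2 higher and 8 lower. Trend gave 253 in males and trend with robust 257, each with 2 of the complex higher, and array weights gave 374 in males. The exact Wilcoxon test gave 2 higher of the complex, and the mean of all features 0. The second higher member was Tmem52b, Gabarapl1 or Klrh1, named after its values were seen. At 2-fold, 303 genes were higher, 336 lower and 1461 changed in females. At an unadjusted p, 2963 were higher, 3861 lower, 7392 changed in females, 2445 in males and 3125 between the sexes, with 4 of the complex higher. Females fitted alone gave 974 higher, 1027 lower, 2001 in all and 1 higher chemokine. Males fitted alone gave 39 higher, 50 lower, 89 in all, 1 higher chemokine, and 0 higher and 12 lower in the complex. With 4 against 4 mice, a call lost in this fit does not show that a change was smaller in males. All genes placed between the first and last member of the complex gave 8 higher and 36 lower. Without the 3 arrays 955 changed in females and 346 in males; without the TG females among them 745 were higher, 722 lower and 376 changed in females. Fosl2 turned to a log2 fold change of 2.31 with the mean of its features (adjusted p = 0.000330), and Adipoq to 0.0117 in males fitted alone (adjusted p = 0.996).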

Differences from the paper's values

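The paper's Discussion names Ccl7 among the chemokines with increased expression in the lung. Here its log2 fold change was 0.25 with an adjusted p of 0.609 by limma and an exact Wilcoxon p of 0.574. None of the 34 alternatives run for single genes called Ccl7, with adjusted p from 0.362 to 0.916 and log2 fold changes from 0.06 to 0.41. The paper's other statements on Ccl8 and Ccl9 as higher and Ccl5 and Cxcl10 as lower have the same direction here, and these genes passed the test. The paper's number of mice per genotype, 8, equals the number of arrays.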

Other observations

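Many NK cell and cytotoxic genes were lower in TG lungs. Of 25 NK cell markers, 15 of which lie outside the NK gene complex, 20 were lower and 1 was higher, and 21 and 1 adjusted over the list alone (adjusted p = 0.00860 by camera with an estimated correlation), and of 12 cytotoxic effectors 8 were lower and none higher, and 9 and 1 adjusted over the list alone (adjusted p = 0.0200 with an estimated correlation). Gzma fell by 6.09, Gzmb by 3.07, Nkg7 by 2.55 and Ncr1, the receptor NKp46, by 3.11 on the log2 scale, each with every TG mouse below every WT mouse. The TG means of Ncr1 (3.06), Tbx21 (3.71) and Il12b (3.29) lay in the range of the Y-linked gene Uty in females, so that their true falls can be larger than the measured ones. In the list of NK chemokine receptors, which also holds the sphingosine-1-phosphate receptor S1pr5, 10 were measured, S1pr5 fell by 1.86 and Cxcr3 by 1.70 and 8 did not pass, with 5 lower adjusted over the list alone (adjusted p = 0.137 with an estimated correlation). Of 14 transcription factors of NK development, 4 were lower, among them Tbx21 by 2.70 and Nfil3 by 1.66, and 2 were higher, Zeb2 with 0.67 and Stat5a with 0.57, and 5 and 2 adjusted over the list alone (camera, adjusted p = 0.317). Of 13 NK-supporting cytokines and receptors, Il12b fell by 0.97, Il18 by 0.75 and Il2rg by 0.46, with 3 lower adjusted over the list alone (camera, adjusted p = 0.218). In the AP-1 family 4 of 12 were lower, among them Fos by 1.32, Fosb by 1.76 and Atf3 by 2.02, and 6 adjusted over the list alone (adjusted p = 0.415 with an estimated correlation). Several of these calls were lost under other settings: Il2rg in 18 of 34 alternatives (highest adjusted p = 0.631), Fosb in 15 (0.306), Fos in 10 (0.298), Stat5a in 8 (0.894), Atf3 in 6 (0.202), Nfil3 in 3 (0.266) and Zeb2 in 2 (0.542), Il12b and Il18 when males were fitted alone, and Tbx21 when females were.

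By flow cytometry (Fig. 1) the paper reports more eosinophils, B cells and T cells and fewer alveolar macrophages; the mRNA of the whole lung gave the following. Of 17 B cell markers 8 were lower and 1 higher, with Fcmr at -2.04 and Pou2af1 at -1.87, and 9 and 1 adjusted over the list alone (adjusted p = 0.457 with an estimated correlation). Of 18 T cell markers, 2 were lower, Cd8a with -0.78 and Cd2 with -0.58, and 1 was higher, Cd28 with 0.56, and 2 and 2 adjusted over the list alone (camera, adjusted p = 0.882). Of 12 eosinophil markers 3 were lower and none higher, among them Siglecf, which alveolar macrophages also carry, with -1.23, and 5 adjusted over the list alone (camera, adjusted p = 0.0701). Of 17 alveolar macrophage markers 7 were lower and none higher, led by the scavenger receptor Marco with -2.67, and 9 adjusted over the list alone (adjusted p = 0.183 with an estimated correlation). Plasma cell markers were lower for 2 of 9 (camera, adjusted p = 0.0516), neutrophil markers for 5 of 13 with 1 higher (0.0516), dendritic cell markers for 3 of 12 with 1 higher (0.202), and mast cell and basophil markers for 3 of 10 with 1 higher (0.0508). Calls were lost for Jchain in 19 of 34 alternatives, Ear6 in 14, Tpsb2 in 13, S100a8 in 8, Cd28 in 4, Adgre4, Csf3r, Fcer2a and Retnlg in 3, Mmp9 in 9 of 33, Cd8a in 3 of 33, Lpl with the mean of its features and when males were fitted alone, Cd2, Pou2af1, Fcrla, Batf3 and Ms4a2 when either sex was, and Fcmr, Siglecf, Ear2, Cidec, Irf4, Itgae, Flt3, Fscn1 and Cpa3 when males were. Adjusted over the list alone the lower members of the last 4 lists named numbered 2, 5, 4 and 5 and the higher 0, 1, 3 and 2.

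Of 21 type 2 genes, Clca1 rose by 5.96 and Retnla, a product of alternatively activated macrophages, by 1.84, while Pdcd1lg2 fell by 1.22, and adjusted over the list alone 4 were higher and 1 lower (adjusted p = 0.477 with an estimated correlation). Clca1 and Retnla lost their call when males were fitted alone, and Pdcd1lg2 when females were. In TG female replicate 1, Clca1 at 15.99 and Retnla at 16.00 stood at the upper end of the scale. The true rises of both can be larger than the measured ones. Of 29 matrix genes, 5 were higher and 1 lower, with Col15a1 at 2.04, Loxl2 at 1.00 and Fn1 at 0.71, and 5 and 2 adjusted over the list alone (camera, adjusted p = 0.128). Col15a1, Loxl2, Fn1, Igtp and Oas2 lost their call when males were fitted alone. Of the interferon-gamma response 9 of 22 genes were lower, with Igtp at -1.34, and 10 adjusted over the list alone (adjusted p = 0.413 with an estimated correlation), and of the type I response 10 of 20 were lower, with Oas2 at -1.54, and 11 adjusted over the list alone (adjusted p = 0.183 with an estimated correlation). Endothelial markers were higher for 4 of 12 (camera, adjusted p = 0.212), smooth muscle and pericyte markers for 2 of 10 with 1 lower (0.212), and complement and acute phase genes for 3 of 10 (0.554). Calls were lost for Actg2 in 24 of 34 alternatives, Notch3 in 20, Kdr in 19, Saa3 in 14, C4b in 11 and C3 in 2, Emcn and Tie1 when either sex was fitted alone, and Egfl7 and Cspg4 when males were. Adjusted over the list alone these 3 lists had 5, 2 and 3 higher and 2, 1 and 0 lower members. The median was -0.03 and the mean 0.11 for endothelial markers, and -0.11 and 0.01 for complement genes, while camera's direction was up for both. Type 1 markers of the alveolus were lower for 2 of 10 (0.128), type 2 markers for 1 of 12 (0.907), ciliated cell markers for 1 of 11 (0.472), and lymph node and thymus markers for 2 of 13 with 1 higher (0.570). Calls were lost for Tppp3 in 23 of 34 alternatives, Clic3 in 18, Tnfrsf13c in 12, Glycam1 in 6, Cd36 in 3 and Emp2 in 2, and Cxcl13 when males were fitted alone. Adjusted over the list alone these 4 lists had 2, 1, 0 and 2 lower and 1, 0, 0 and 1 higher members. The median was 0.03 and the mean -0.06 for type 2 markers, with camera's direction up, and for erythroid and cell cycle genes median and mean were below 0 with camera's direction up. No member passed among 10 club cell markers (0.262), 10 skeletal muscle markers (0.528), 7 erythroid markers (0.882), 15 cell cycle genes (0.895) or 4 genes that mark sex (0.361), nor did any adjusted over the list alone. The club cell markers Scgb1a1 and Scgb3a2 stood near the upper end of the scale in every mouse, at 15.88 and 15.83 at the lowest. A rise of these genes can hardly be seen there. Among markers of tissue beside the lung, 4 of 8 adipocyte markers were lower, and 5 adjusted over the list alone (adjusted p = 0.413 with an estimated correlation), with Adipoq at -2.26 overall, -4.54 in females and 0.01 in males (difference between the sexes, adjusted p = 0.330; call lost in 3 of 34 alternatives, Retn in 21, Cfd in 18 and Plin1 in 4 of 33), and of 10 cardiac muscle markers Nppa was lower with -3.76, as it was adjusted over the list alone (adjusted p = 0.528 with an estimated correlation), and lost its call when either sex was fitted alone.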
